A study of Homo sapiens with 6 samples. Its data were reported in "Prp19 Is an Independent Prognostic Marker and Promotes Neuroblastoma Metastasis by Regulating the Hippo-YAP Signaling Pathway" (2020).

How the data were processed

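RNA sequencing (RNA-seq) was carried out on SK-N-AS cells, an established human neuroblastoma cell line, after transfection with a small interfering RNA (siRNA) against Prp19 (siPrp19) or with a negative control siRNA (NC). Prp19 is a pre-mRNA splicing factor encoded by the gene *PRPF19*. Per the labels, RNA was collected 72 h after transfection, whereas the methods of the study give a shorter time. Total RNA was extracted with TRIzol, and sequencing libraries were made with the NEBNext Ultra RNA kit.

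The authors deposited one table per library with one FPKM value (fragments per kilobase of exon, scaled to library size) for each of 58735 Ensembl genes. The aligner, the counting program, the strandedness and the genome build were not stated. The authors tested their counts with DESeq2, which was not used here because the deposited values are FPKM. All 58735 gene identifiers were found in GENCODE release 29 (Ensembl 94, GRCh38). Gene symbols came from a table of current names for 58207 identifiers and from GENCODE 29 for the other 528. In every library, the product of FPKM and the merged exon length of the gene in GENCODE 29 was a whole multiple of one constant for 100% of the values above 0. The whole reads behind each value were recovered in this way. The total of recovered reads was between 0.951 and 1.04 times the library size implied by the FPKM scale. The deposited FPKM values therefore carry a between-library scaling by the authors of a few percent, whose method was not stated. Coordinates are given on GRCh38 from GENCODE 29.

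Groups and replicate numbers were taken from the labels. In 4 of the 6 files, the name of the value column was the description of another library than the one the file is recorded under. For 2 of these libraries, siPrp19 replicate 1 and NC replicate 3, the column name stated the opposite group. Because of this contradiction, 2 comparisons were fixed before the data were examined. The first used all 6 libraries as labelled. The second left out the 2 contradictory libraries and compared NC replicates 1 and 2 with siPrp19 replicates 2 and 3. No library was regrouped in either comparison.

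Genes with a mean FPKM of at least 1 over the 6 libraries were kept. Values were transformed to log2(FPKM + 1), so the log2 fold changes understate the change of weakly expressed genes. Linear models were fitted with limma 3.58.1 in R 4.3.3, with moderated tests, a mean-variance trend and Benjamini-Hochberg adjustment over all tested genes. The thresholds were an adjusted p-value of 0.05 and, as a second criterion, an absolute fold change above 1.5. Single genes in the 6-library comparison were also tested with a two-sided exact permutation test, whose smallest possible p-value is 0.1 for 3 libraries against 3. The following 4 lists were tested with the competitive camera test of limma, with its preset inter-gene correlation of 0.01 and adjustment over the 4 lists. These were genes of the YAP pathway that the study plotted, a YAP/TAZ target signature, partners of Prp19 in its complex, and ribosomal protein genes. The lists were written before the data were examined. The named genes were *PRPF19*, *YAP1*, *CCN2*, *CCND1*, *FGF1*, *CDH1* and *MMP9*. To these were added, per comparison, up to 5 genes with the largest rise and up to 5 with the largest fall among those past the adjusted threshold whose groups did not overlap.

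The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, rescaling to the same sum in each library, a fit without the mean-variance trend, the replicate number as a block, and leaving out each library in turn. The pairing in the block comes from the replicate numbers in the labels. The column names of NC replicate 2 and siPrp19 replicate 2 describe another library of the same group, so they contradict these numbers as well. A further 3 alternatives were added after the data were examined. They were voom (a limma model for read counts) on the recovered reads, a correction of each library for GC content and gene length with splines of 4 degrees of freedom, and that correction together with the block.

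The procedure was tested on simulated libraries in which 200 genes were changed 3-fold, with read means and library sizes taken from the data and a dispersion of 0.01. With the 6-library design, 198 of the 200 genes were recovered among 212 calls over 13721 tested genes. With the 4-library design, 191 of the 200 genes were recovered among 213 calls over 13759 tested genes, of which 22 were false. With voom, 193 of the 200 genes were recovered at the 4-library design over the same 13759 genes, with 22 false calls. In the same simulation, a list that mixed lowered and unchanged genes, 19 of them tested, had a camera p-value of 9.58e-12 at the 4-library design, and 20 unchanged genes had a p-value of 0.699. Simulated reads were drawn at the recovered totals but scaled by the library sizes implied by the FPKM scale, which shifts the groups slightly. The 20 unchanged genes had a mean log2 fold change of -0.0766 at the 4-library design. Enrichment in disease or pathway databases was not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for annotation and plots.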

Results

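To examine how knockdown of Prp19 changes the transcriptome of neuroblastoma cells, RNA-seq was performed in SK-N-AS cells transfected with siPrp19 or with NC. There were 3 libraries labelled NC and 3 libraries labelled siPrp19. Each library listed 58735 genes. The number of reads recovered from the FPKM values was 16020982 in NC replicate 1, 17855288 in NC replicate 2 and 15866770 in NC replicate 3. It was 14887925 in siPrp19 replicate 1, 15618695 in siPrp19 replicate 2 and 19978675 in siPrp19 replicate 3. Depth therefore differed by less between the groups than within them. Between 26226 and 28454 genes had a value above 0, with the highest number in the deepest library. Mitochondrial genes took 8.29% of the reads in siPrp19 replicate 2 and between 5.15% and 5.49% in the 5 other libraries. After the filter on mean FPKM, 13718 genes were tested.

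The targeted gene was examined first. *PRPF19* (ENSG00000110107) is a protein-coding gene on the minus strand of chromosome 11, from 60890730 to 60906588 (GRCh38). Its expression was 83.0 FPKM in the library labelled NC replicate 1 (3599 reads) and 93.0 FPKM in the library labelled NC replicate 2 (4383 reads). In the library labelled NC replicate 3, it was 19.1 FPKM (863 reads). Among the libraries labelled siPrp19, it was 83.1 FPKM in replicate 1 (3355 reads), 19.6 FPKM in replicate 2 (850 reads) and 18.5 FPKM in replicate 3 (1064 reads). The level of the target thus went against the label in NC replicate 3 and siPrp19 replicate 1. These are the 2 libraries whose label and deposited column name state different groups. All directions below refer to libraries as labelled.

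**Figure D1:**
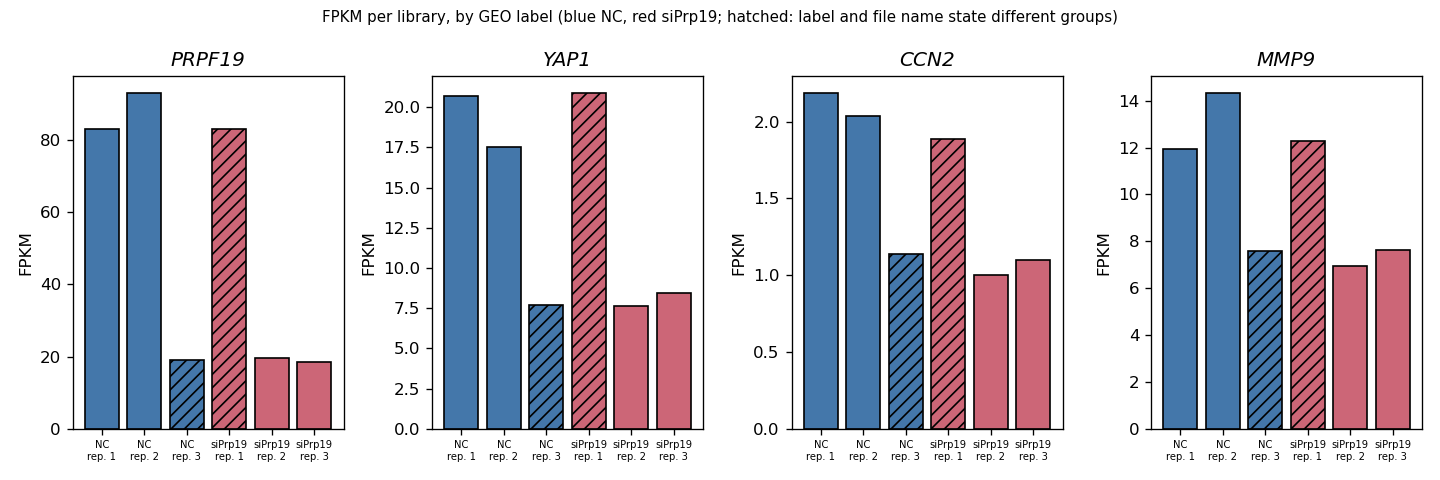
Expression in FPKM (y axis) of *PRPF19*, *YAP1*, *CCN2* and *MMP9* in each of the 6 libraries (x axis), with one bar per library, blue for the label NC and red for the label siPrp19. Hatched bars mark the 2 libraries whose label and column name disagree. For *PRPF19*, the library labelled NC replicate 3 sits at 19.1 FPKM beside the low libraries and the library labelled siPrp19 replicate 1 sits at 83.1 FPKM beside the high ones.

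The first comparison asked which genes differed between the 3 libraries labelled siPrp19 and the 3 labelled NC. *PRPF19* was at 65.0 ± 40.1 FPKM (SD, n = 3) under the NC label and at 40.4 ± 36.9 FPKM (SD, n = 3) under the siPrp19 label. The difference was smaller than the spread within either group. Its log2 fold change was -0.74 ± 0.73 (SE), with an adjusted p-value of 1.00 by limma. The two-sided exact permutation test gave p = 0.5 for *PRPF19*, and p = 1 after adjustment over the 7 genes of the fixed list, where the smallest p-value that 3 against 3 libraries allow is 0.1. No gene passed an adjusted p-value of 0.05 over the 6 libraries (0 of 13718), and 191 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value by limma was 0.142. The count past the adjusted threshold stayed at 0 under the planned and added alternatives, and the number of genes at an unadjusted p-value under 0.05 moved most, as a share of the genes tested, without NC replicate 3, where it was 496 of 13718.

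A paired analysis of the 6 libraries was run with the replicate numbers in the labels. The labels do not state what libraries of the same number share. Deviations from the labelled group means correlated at a mean r of 0.18 between libraries of the same number and at -0.09 between libraries of different numbers. Individually, r was 0.39 for replicate 1, -0.17 for replicate 2 and 0.32 for replicate 3. With the replicate block, 0 genes passed the adjusted threshold and 263 had an unadjusted p-value under 0.05. *PRPF19* had a log2 fold change of -0.74 with an adjusted p-value of 0.901 in the limma fit with the replicate block. Its level was 83.0 and 83.1 FPKM in the libraries numbered 1, and 19.1 and 18.5 FPKM in those numbered 3. The block thus paired libraries with like levels of the target, so this fit is not a paired test of the knockdown. With the replicate block and the correction for GC content and length, 0 genes passed, 283 had an unadjusted p-value under 0.05 and *PRPF19* changed by -0.67.

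The spread between libraries was then described from the recovered reads. The chi-square statistic per degree of freedom between 2 libraries, which is about 1 when they differ by sampling noise alone, was 1.67 between NC replicate 1 and siPrp19 replicate 1. It was 2.45 between NC replicate 3 and siPrp19 replicate 3. The 13 other pairs of libraries ranged from 16.05 to 41.3. Both close pairs joined libraries of opposite labels and the same replicate number. No pair agreed within sampling noise, and no libraries were merged. This statistic covers counting error only, so it does not show that the libraries of a close pair were prepared from separate cultures.

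**Figure D2:**
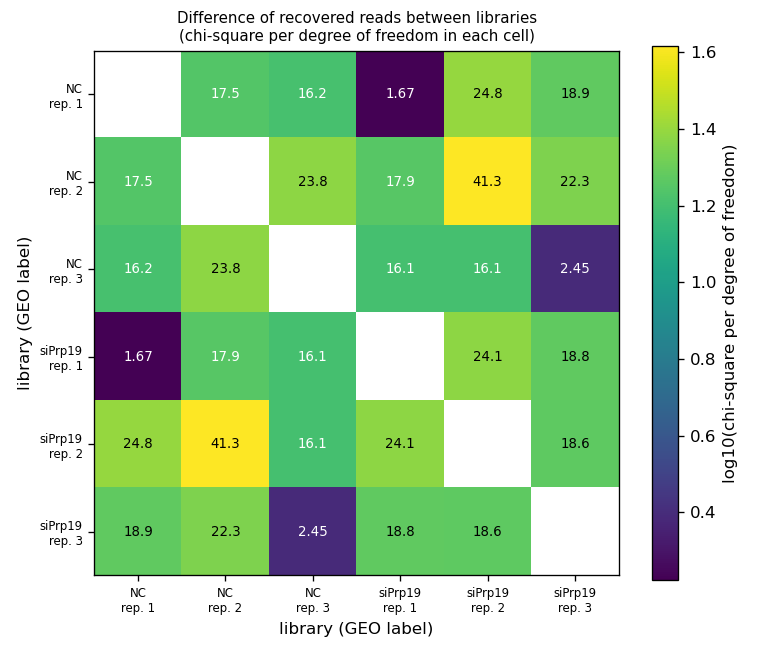
Chi-square per degree of freedom of the recovered reads between each pair of the 6 libraries, ordered by label on both axes and coloured on a log10 scale. The 2 dark pairs, at 1.67 and 2.45, each join a library labelled NC with one labelled siPrp19, and the 13 other pairs lie at 16.05 or above.

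The second comparison used the 4 libraries whose label and column name state the same group, namely NC replicates 1 and 2 and siPrp19 replicates 2 and 3. *PRPF19* was at 88.0 ± 7.10 FPKM (SD, n = 2) in NC and at 19.1 ± 0.810 FPKM (SD, n = 2) in siPrp19, which was 78.3% lower. Its log2 fold change was -2.15 ± 0.14 (SE), with an adjusted p-value of 0.0266 by limma. In this comparison, 2 of 13718 genes passed an adjusted p-value of 0.05, and both were lower in siPrp19 and changed by more than 1.5-fold. An unadjusted p-value under 0.05 was found for 1685 genes. The number of genes past the threshold depended on the model. With voom on the recovered reads, 316 genes passed, 82 higher and 234 lower, and these included both genes found without voom. The higher share of these calls was 25.9%, against 0% without voom. Under quantile normalization, 3 genes passed, of which 1 was higher and 2 were lower, a higher share of 33.3%.

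The other gene past the threshold was *MEST* (ENSG00000106484), a protein-coding gene on the plus strand of chromosome 7, from 130486171 to 130506465 (GRCh38). It overlaps genes on the opposite strand, as *YAP1*, *CCN2*, *CCND1* and *MMP9* also do, and since the strandedness of the counting was not stated, reads from these could be included. *MEST* was at 113 ± 6.48 FPKM (SD, n = 2) in NC and at 24.8 ± 0.286 FPKM (SD, n = 2) in siPrp19. Its log2 fold change was -2.15 ± 0.13 (SE), with an adjusted p-value of 0.0266 by limma. Without the filter on low values, neither *MEST* nor *PRPF19* passed, with an adjusted p-value of 0.286 for each. No gene that rose met the rule for named genes.

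YAP and the genes downstream of it, to which the study turned after its RNA-seq analysis, were examined next. *YAP1* (ENSG00000137693) lies on the plus strand of chromosome 11, from 102110461 to 102233423 (GRCh38). In the 6 libraries as labelled, its log2 fold change was -0.32 ± 0.44 (SE), with an adjusted p-value of 1.00 by limma and p = 0.9 by the two-sided exact permutation test. In the 4 libraries, *YAP1* was at 19.1 ± 2.27 FPKM (SD, n = 2) in NC and at 8.04 ± 0.543 FPKM (SD, n = 2) in siPrp19. The log2 fold change was -1.15 ± 0.14 (SE), and the adjusted p-value was 0.0819 by limma over all tested genes. *YAP1* ranked 18 among the 13718 genes by p-value. With voom on the recovered reads, its log2 fold change was -1.24 and its adjusted p-value was 0.00213.

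*CCN2*, which encodes CTGF, was at 2.11 ± 0.105 FPKM (SD, n = 2) in NC and at 1.05 ± 0.0694 FPKM (SD, n = 2) in siPrp19 in the 4 libraries, from 37 to 82 reads per library. Its log2 fold change of -0.60 had an adjusted p-value of 0.216 by limma. *CCND1*, which encodes cyclin D1, fell by 0.21 on the log2 scale, with an adjusted p-value of 0.614 by limma. In the 6 libraries as labelled, the log2 fold change of *CCND1* was -0.05, and its sign changed under quantile normalization, where it was 0.06. *MMP9* was at 13.1 ± 1.71 FPKM (SD, n = 2) in NC and at 7.29 ± 0.467 FPKM (SD, n = 2) in siPrp19. Its log2 fold change was -0.76 with an adjusted p-value of 0.130 by limma, and it passed the threshold only with voom, where the adjusted p-value was 0.0214. *FGF1* was below the filter on mean FPKM, with 8 to 17 reads per library, and was not tested by limma. In the 6 libraries as labelled, the two-sided exact permutation test gave p = 0.9 for *FGF1*. *CDH1*, which encodes E-cadherin, had at most 2 reads in any library, under the floor of 3 reads, so a change in E-cadherin mRNA was not detectable at this depth.

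**Figure D3:**
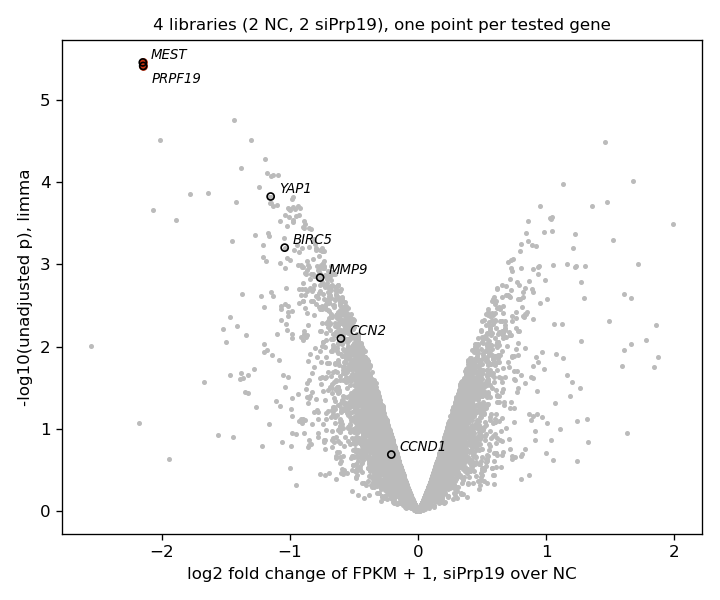
Log2 fold change of FPKM + 1 between siPrp19 and NC (x axis) against -log10 of the unadjusted limma p-value (y axis) in the comparison of 4 libraries, with one point per tested gene. The 2 genes past an adjusted p-value of 0.05, *MEST* and *PRPF19*, are drawn in red at a log2 fold change of -2.15, and *YAP1* lies at -1.15 below the threshold.

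Of the 14 genes of the YAP pathway list, 10 were expressed above the filter. In the 4 libraries, 8 of these 10 were lower in siPrp19. The mean log2 fold change was -0.35, and the adjusted p-value of the camera test in limma was 0.00301. The list includes *YAP1* itself, and its largest falls were *YAP1* at -1.15 and *BIRC5* at -1.04. Its mean is therefore not a measure of the genes downstream of YAP alone. Over all tested genes, 0 of the 10 passed an adjusted p-value of 0.05. With adjustment over the list alone, 5 of the 10 passed, namely *YAP1*, *BIRC5*, *CCN2* and *MYC*, which were lower, and *EGR1*, which was higher. The list was drawn from the calls of the study on these cells, so neither the camera p-value nor the adjustment over the list alone is an independent test of its fall. In the 6 libraries as labelled, the mean log2 fold change of the list was -0.13, with an adjusted p-value of 0.179 by limma and of 0.269 with the replicate block. It was closest to 0 under quantile normalization among the alternatives that kept 6 libraries, where it was -0.06.

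The YAP/TAZ target signature had 19 of 22 genes tested. Its mean log2 fold change was -0.17 in the 4 libraries, with 11 of 19 genes lower and an adjusted p-value of 0.103 by limma. In the 6 libraries as labelled, it was -0.05, with an adjusted p-value of 0.677 by limma and of 0.482 with the replicate block. The partners of Prp19 in its complex changed by a mean of -0.10 in the 4 libraries, with an adjusted p-value of 0.229 by limma, and by -0.04 in the 6 libraries, where the sign changed under quantile normalization. The adjusted p-value of these partners in the 6 libraries was 0.609 by limma and 0.560 with the replicate block. Ribosomal protein genes, a family with many processed pseudogenes that can share reads, had 83 of 87 members tested. Their mean log2 fold change was -0.28 in the 4 libraries, with an adjusted p-value of 1.12e-05, and -0.19 in the 6 libraries as labelled, with an adjusted p-value of 9.25e-12 by limma and of 1.57e-08 with the replicate block. Under quantile normalization, these means were -0.08 and -0.07. However, the camera p-value of this family was under 0.05 in 10 of the 10 possible splits of the 6 libraries into 3 and 3. It was also under 0.05 in 3 of the 3 splits of the 4 libraries, where the labelled split had the largest p-value, 2.80e-06. Another of those splits had a mean change that was larger in size, at 0.33. This test therefore did not tell the labelled groups from other groupings in either comparison.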

Values the study reported

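The study reported that over 400 genes were regulated in its neuroblastoma cell lines after Prp19 knockdown, at an absolute fold change above 1.5 and an FDR below 0.05. From its RNA-seq data, with no cell line named, the study gave log2 decreases of 1.0 for Prp19 and of over 0.9 for YAP.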

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

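The comparisons, their tests and the alternatives were fixed before the data were examined, apart from voom on the recovered reads and the corrections for GC content and length. Of 273 values recomputed under an alternative, 254 kept their direction and their side of the threshold or, for values without a test and for gene counts, moved little. These 254 include the fits that left out one of the 4 libraries. With 2 libraries in a group, those values could not move past the spread they were judged against, so they say nothing on stability. A further 5 came out weaker, 8 stronger and 6 with the opposite sign. In the 6 libraries as labelled, the number of genes past the threshold was 0 in every alternative run, including the 6 fits that each left out one library, with 124 to 818 genes at an unadjusted p-value under 0.05. The replicate block gave 0 genes and 263 at an unadjusted p-value under 0.05.

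In the comparison of 4 libraries, the filter and the model mattered most. Without the filter on low values, 0 genes passed, with or without the 1.5-fold criterion, and 3199 of 34468 had an unadjusted p-value under 0.05. *PRPF19*, with a log2 fold change of -2.15, and *MEST*, also at -2.15, then no longer passed. In the same setting, the YAP/TAZ target signature, at -0.16, and the partners of Prp19, at -0.10, came to pass the threshold of the camera test. With voom on the recovered reads, 316 genes passed, all of them by more than 1.5-fold, and *YAP1*, at -1.24, and *MMP9*, at -0.84, passed among them. The cause of these shifts was not tested. By the replicate numbers in the labels, the 4 libraries share 1 number, so no paired analysis was run. Leaving out one of the 4 libraries leaves 1 library in a group, so no gene count was run for those fits. Across the 4 fits that each left out one library, the log2 fold change ran from -2.23 to -2.07 for *PRPF19* and from -1.27 to -1.04 for *YAP1*.

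In the 6 libraries as labelled, quantile normalization changed the sign of the partners of Prp19, to 0.00012, and of *CCND1*, to 0.0606, and the cause was not tested. Across the 6 fits that each left out one library, the mean log2 fold change ran from -0.244 to -0.0374 for the YAP pathway list and from -0.116 to 0.0109 for the YAP/TAZ target signature. It ran from -0.0913 to 0.0301 for the partners of Prp19 and from -0.265 to -0.0344 for the ribosomal protein genes, and the log2 fold change of *CCND1* ran from -0.131 to 0.0384. The YAP pathway list passed the threshold of the camera test without siPrp19 replicate 1 or without NC replicate 3, and the ribosomal protein genes lost it without NC replicate 2. The log2 fold change of *PRPF19* ran from -1.46 to -0.34 across these fits, and its largest falls came from the fits without NC replicate 3 or without siPrp19 replicate 1. That of *YAP1* ran from -0.748 to -0.0627, with its largest falls in the same fits. Depth limited the result for *CDH1* and *FGF1*, which had at most 2 and 17 reads per library.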

Other observations

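The tests of other splits of the gene lists, of a mixed sample, of genes other than *PRPF19*, of the close pairs and of the second component were chosen only after the result in question was seen. The tests of an exchange of 2 libraries, of other splits for the gene counts, of the 4 further gene lists and of the siRNA seed were set before their results were seen.

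For siPrp19 replicate 1 and NC replicate 3, the labels and the deposited column names state opposite groups. A candidate explanation is that the values of these 2 libraries were recorded under each other's group. When the 2 libraries were exchanged between the groups, as their column names state, 1089 genes passed an adjusted p-value of 0.05 by limma, 353 higher and 736 lower, against 0 genes as labelled. Of these, 390 also passed 1.5-fold. After the exchange, *PRPF19* had a log2 fold change of -2.12 with an adjusted p-value of 0.000215, and *YAP1* had one of -1.21 ± 0.09 (SE) with an adjusted p-value of 0.00182 by limma. A mixture of transfected and control cells was tested with the position of *PRPF19* between the NC level (0%) and the siPrp19 level (100%) of the other 4 libraries. This position was 7.18% in the library labelled siPrp19 replicate 1 and 99.98% in the library labelled NC replicate 3, so neither was intermediate. If only *PRPF19* were affected, the other genes would follow the label. Among the 1685 genes with an unadjusted p-value under 0.05 in the comparison of 4 libraries, 12.2% lay on the siPrp19 side in the library labelled siPrp19 replicate 1 and 88.5% in the library labelled NC replicate 3. This check is not independent of the close pairs described below, since the comparison of 4 libraries holds the close partner of each of the 2 libraries. In every library, the level of *PRPF19* went with the group in the column name. The column names of NC replicate 2 and siPrp19 replicate 2 also name another library, of the same group. An exchange of only 2 libraries, as samples or as files, would not account for those names. A misassignment of files across 4 libraries would account for them and for the groups, although an earlier exchange of samples was not excluded.

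Each split of the 6 libraries into 3 and 3 was also fitted. As the labelled split gave 0 genes, 10 of the 10 splits gave as many, for the adjusted threshold alone and with 1.5-fold. At an unadjusted p-value under 0.05, 9 of the 10 splits gave at least the 191 genes of the labelled split. Only the exchanged split gave any gene past the adjusted threshold. Of the 4 splits that part all same-numbered libraries, as the labels do, 3 gave at least 191 genes. The exchanged split parts 1 of the 3 same-numbered pairs, so it differs from the labelled split in this respect. Of the 10 splits, 5 gave as small a camera p-value as the labelled one for the YAP pathway list, 8 for the YAP/TAZ target signature, 9 for the partners of Prp19 and 3 for the ribosomal protein genes. With 10 splits, the share cannot fall under 0.05. For the YAP pathway list, the smallest camera p-value was 0.00127, in the exchanged split. Among the 3 splits of the 4 libraries, its camera p-value was 0.00151 for the labelled split and 0.425 and 0.303 for the other 2. With 3 splits, the share cannot fall under 0.05 either, and the list was drawn from the calls of the study. In the comparison of 4 libraries, the other 2 splits into 2 and 2 gave 0 genes each, with 738 and 251 genes at an unadjusted p-value under 0.05. With voom, they gave 0 genes each, with 736 and 94 at an unadjusted p-value under 0.05.

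The low chi-square values between NC replicate 1 and siPrp19 replicate 1 (1.67) and between NC replicate 3 and siPrp19 replicate 3 (2.45) were weighed as the same library deposited under 2 labels. Both values were above sampling noise by the chi-square test, so the files of a pair differ by more than counting error. Repeat preparations of one RNA would also exceed counting error, and a shared origin could not be tested, since the labels give no batch. After the exchange, each close pair falls within one group, so the replicates there may be less independent than their number implies. When each close pair was averaged and counted as 1 library, the exchanged grouping gave 2 genes past the adjusted threshold instead of 1089, with *PRPF19* at -2.14 and an adjusted p-value of 0.0265 by limma. An unadjusted p-value under 0.05 was then found for 1699 genes. The only other split that keeps each close pair on one side set NC replicate 1, siPrp19 replicate 1 and siPrp19 replicate 2 against the other 3 libraries. It gave 0 genes past the adjusted threshold and 1955 at an unadjusted p-value under 0.05, against 1089 and 3240 for the exchanged split. Keeping the close pairs together was thus not enough for calls in that split. However, each of its sides mixed libraries with high and low *PRPF19*, which adds spread within the sides. That split therefore cannot show whether the close pairs raised the count of 1089. Averaging does not separate the smaller number of values from dependence within the close pairs. The simulated design with 4 libraries did give calls, but its dispersion of 0.01 and its 3-fold changes were set and not estimated from the data. Those calls therefore cannot decide between the 2 reasons.

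The first principal component over the 6 libraries held 38.3% of the variance. It set NC replicate 1, NC replicate 2 and siPrp19 replicate 1 apart from the other 3 libraries. This follows the level of *PRPF19* and the groups in the column names, and it also keeps each close pair on one side. The second principal component over the 6 libraries held 25.8% of the variance. It set NC replicate 1, siPrp19 replicate 1 and siPrp19 replicate 2 apart from the other 3 libraries, which follows neither the label nor the level of *PRPF19*. Across genes, which are not independent replicates, its scores correlated with GC content at a Spearman rho of -0.44 and with gene length at 0.36. GC content and length together explained 22.5% of the variance of these scores, under the 50% set for a main cause. Between these 2 sides, the other 3 libraries differed from the first 3 by a mean of -0.25 on the log2 scale for genes of the G2 and M phases and of 0.23 for ribosomal protein genes. The sides were defined from the data, so these values are descriptions and do not test a biological explanation. A library batch remains possible, since the labels give none to test.

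A set of 4 further gene lists was tested in the comparison of 4 libraries, with adjustment over the 4 lists. Genes of the G2 and M phases had a mean log2 fold change of -0.40, with 30 of 30 tested genes lower and an adjusted p-value of 2.47e-11 by limma. With the correction for GC content and length, the mean was -0.34. However, the camera p-value of this list was under 0.05 in 3 of the 3 splits of the 4 libraries, so the p-value cannot be taken at face value. The mean change was larger in size under the labelled split than under the other 2 splits of the 4 libraries, where it was at most 0.15. With 3 splits, a share under 0.05 cannot be reached, so a fall of mitotic transcripts after knockdown remains a hypothesis. p53 target genes had a mean of 0.0924 (adjusted p-value 0.137 by limma), ATF4 target genes of -0.0665 (adjusted p-value 0.791 by limma) and single-exon coding genes of -0.0521 (adjusted p-value 0.776 by limma). For a splicing factor, a relative rise of genes without introns might be anticipated, and none was detected in the 157 single-exon genes tested.

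The target of the first siRNA given in the methods of the study lies in exon 11 of 16 of the transcript of *PRPF19* with the longest coding sequence, within the coding sequence, on chromosome 11 from 60899259 to 60899277 (GRCh38). Genes with a match to its seed in the 3′ UTR might fall through off-target silencing. Of 9664 words of 7 bases with a similar number of genes, 64.1% had as low a mean change as the seed match GATTTGG, which was in 1326 of 10598 genes and came with a mean difference of 0.0033 on the log2 scale. As a check, the changes were shuffled across genes and a fall of 0.1 was added to these genes. Then 0.0103% of the words were as low. Shuffling removes any relation between change and 3′ UTR sequence, so such a fall may be harder to see in the data. Off-target silencing through this seed was not detected. For the other strand of this siRNA and both strands of the second siRNA, the shares were 48.1%, 33.7% and 65.2%.

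The number of genes past the adjusted threshold and 1.5-fold was 0 in the 6 libraries and 2 in the 4 libraries. Both are lower than the value quoted from the study above. It was 316 with voom in the 4 libraries and 390 after the exchange of the 2 libraries. These are lower by a smaller margin. *PRPF19* fell by 2.15 on the log2 scale in the 4 libraries and by 0.74 in the 6 libraries as labelled. The fall is larger than the value quoted from the study above in the former comparison and smaller in the latter. *YAP1* fell by 0.32 on the log2 scale in the 6 libraries as labelled, and it fell by 1.15 in the 4 libraries. The former is a smaller fall than the lower bound quoted from the study above, and the latter lies beyond that bound and cannot be ranked against it further. The cell line behind the quoted falls is not named, so these comparisons are limited to that extent.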
